A study of Mus musculus with 48 samples.

How the data were processed

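The series holds 48 mouse bulk RNA-seq libraries made from astrocytes of the cortex, hippocampus and olfactory bulb, in 15 groups. Per the labels' protocols, libraries were made from picogram to nanogram amounts of total RNA with a commercial low-input kit. No label or file header states the aligner, the counting program, the strand setting, the genome build or the annotation. Groups came from the age, tissue and genotype labels. Replicate numbers were given in accession order and only name a library, so no pairing of animals across groups or regions was used, except in a check of Kcnk1 that took adjoining library numbers in the labels as sets. The later library numbers, those of the second-round cortex libraries, served as a covariate in a check of hippocampus and olfactory bulb.

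The values deposited by the authors are a normalized signal per gene, in 6 tables, each holding 1 region and either the 3 developmental ages or the P28 genotypes. Each table lists 24421 gene symbols. In all 48 columns every value was a whole multiple of one step per library, so each deposited signal value is a gene read count divided by one factor per library. The reads were recovered by dividing by that step, and 100% of values came out whole. For olfactory bulb P28 cKO replicate 2 the step lies so close to 1 read that wholeness is a weak check there. In the P28 cortex table the factors equalled median-ratio size factors computed on that table alone. In the P28 hippocampus and olfactory bulb tables they differed from these by at most 0.494% and 0.572%. In the developmental tables they differed by at most 10.7% for cortex, 3.50% for hippocampus and 2.90% for olfactory bulb. Because the tables were scaled separately, tests were made only within a table, and levels in different regions were not tested against each other. A set of 27 gene symbols had been turned into dates in 5 of the tables, and was restored from the row order of the table that keeps them. No table held a column of per-sample values outside the 48 libraries. Of the 24421 symbols, 23376 matched GENCODE release 21 for mouse. Because the authors' build is not stated, no coordinates are given.

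The test named in the design for normalized values was used. Genes with a mean normalized value of at least 10 over a table were kept, values were transformed as log2(value + 1), and groups were compared with limma 3.58.1 (lmFit, eBayes with a mean-variance trend) in R 4.3.3. Each developmental fit used the 3 ages of a region. P values were adjusted with the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were counted as changed. Fold changes are on the log2(value + 1) scale, which understates the change of low genes. A fold against a group in which every library held 3 reads or fewer is given as a lower bound computed against 3 reads. Recovered reads were tested with edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 as alternatives.

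Gene list scores are the mean log2(value + 1) of the members that passed the filter, compared between P14 and P1 or between genotypes with exact two-sided permutation tests. The 12 fixed lists were 5 study lists (astrocyte maturation, cell cycle, GABA receptor subunits, astrocyte morphology regulators and study regulators) and check lists for neurons, mature oligodendrocytes, oligodendrocyte precursors, microglia, endothelial cells, blood and sex chromosome genes. They gave 69 score comparisons, over which p values were adjusted. The smallest p such a test can give is 0.0286 for 4 libraries against 4, 0.0571 for 4 against 3, 0.1 for 3 against 3 and 0.133 for 4 against 2.

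Genes named in the text are Gabbr1, Gabbr2, members of the fixed lists, and for P14 against P1 and each genotype comparison the 3 largest rises and 3 largest falls among changed genes whose mean was at least the median of tested genes and whose groups did not overlap, leaving out predicted genes and pseudogenes. Where 5 or fewer genes changed, all are named. Some genes that meet these rules are not reported here. Groups, tests, lists, this rule and the alternatives of the next sentence were fixed before the data were examined. The alternatives were pseudocounts of 0.1 and 8, no filter, a minimum mean of 100, TMM scaling, quantile normalization, limma without the trend or with array weights, an added 2-fold requirement, the count tests, fits of only the 2 ages compared, an Xist covariate, a covariate for the round of deposit in cortex, and leaving out each replicate. Median-ratio scaling within a table, edgeR on reads thinned to equal depth without Rn45s, the cortex libraries of the first round alone, TMM scaling for the overlap of developmental changes, quantile normalization for the Gabbr1 level, the round as a covariate for the cortex list scores, the later library numbers as a covariate in hippocampus and olfactory bulb, the GABA receptor list without Gabbr1, and the morphology list without maturation genes were chosen after seeing the data.

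The procedure was tested on simulated data, in which 200 of the tested genes of each table were changed by known amounts. For 4-fold changes limma recovered 92% of changed genes among 11822 in the developmental cortex table, 69% among 11578 in hippocampus and 80.5% among 11490 in olfactory bulb. In the P28 tables it recovered 63% among 10188 in cortex, 38.5% among 11639 in hippocampus and 53.5% among 11539 in olfactory bulb. For 2-fold changes the P28 tables gave 8% in cortex and 0% in hippocampus and olfactory bulb. No pair of replicates agreed within sampling noise: the smallest chi-square per degree of freedom between replicates was 6.91, over genes with at least 20 reads in the pair. Reads carry no molecular identifiers in these tables, so limits of 3 reads cover counting error only. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.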

Results

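Gene expression was measured by RNA-seq in astrocytes, the star-shaped support cells of the brain, taken from the mouse cortex, hippocampus and olfactory bulb. One part followed development at postnatal days 1, 7 and 14 (P1, P7 and P14) in the 3 regions. The other part compared P28 animals labelled as Gabbr1 conditional knockouts (cKO) with controls. Gabbr1 encodes a subunit of the GABA-B receptor, which detects the inhibitory transmitter GABA, and cKO means that the gene is removed only in chosen cells. The developmental groups held 3 libraries each, except cortex P14 with 4. At P28 the cortex had 4 control and 4 cKO libraries, the hippocampus 2 and 4, and the olfactory bulb 3 and 3.

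Reads assigned to genes ranged from 4828515 to 15008466 per library in the developmental cortex table, from 2539583 to 8986015 in hippocampus and from 1773226 to 9062118 in olfactory bulb. The P14 libraries of hippocampus (2539583 to 4248087 reads) and olfactory bulb (1773226 to 2669394 reads) were the developmental groups of their regions with the lowest range. At P28 totals ranged from 2726163 to 4454629 in cortex, 2963861 to 6352384 in hippocampus and 1859933 to 5285132 in olfactory bulb. A ribosomal RNA precursor, Rn45s, took at least 13.7% and at most 38.0% of the reads of a library, with a pair of exceptions. It took 0.594% in hippocampus P28 cKO replicate 2 and 0.476% in olfactory bulb P28 control replicate 2, so these libraries had another RNA composition from the rest of their tables.

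At P1, Pearson's r between replicate libraries over log2 values, across genes, ranged from 0.952 to 0.981 in cortex, 0.963 to 0.970 in hippocampus and 0.979 to 0.981 in olfactory bulb. At P7 it ranged from 0.953 to 0.978, 0.946 to 0.972 and 0.957 to 0.963. At P14 it ranged from 0.948 to 0.959 in cortex, 0.841 to 0.858 in hippocampus and 0.853 to 0.861 in olfactory bulb. The lowest values at P28 were 0.830 in cortex, 0.757 in hippocampus and 0.707 in olfactory bulb. The biological coefficient of variation estimated with edgeR on recovered reads was 20.5%, 18.8% and 12.9% at P1 in cortex, hippocampus and olfactory bulb, 18.9%, 19.8% and 21.3% at P7, and 25.2%, 54.5% and 46.2% at P14.

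The first question was how the receptor subunits change as astrocytes mature in each region. In cortex, the normalized read count of Gabbr1 was 1161 ± 84.8 at P1 (SD, n = 3), 2826 ± 172 at P7 (SD, n = 3) and 4733 ± 281 at P14 (SD, n = 4). The log2 fold change of Gabbr1 from P1 to P14 was 2.03 (SE 0.08, limma adjusted p 2.76e-10). In hippocampus Gabbr1 rose from 398 ± 14.4 at P1 to 1792 ± 337 at P7 and 3233 ± 442 at P14 (SD, n = 3 each), a log2 fold change of 3.01 over the whole interval (SE 0.15, limma adjusted p 2.77e-08). The P14 libraries lay above every P1 library in both regions. Quantile normalization moved the change of Gabbr1 most, to 1.70 in cortex and 2.52 in hippocampus. In olfactory bulb the Gabbr1 counts were 534 ± 56.4, 533 ± 24.9 and 538 ± 81.6 at P1, P7 and P14 (SD, n = 3 each), and the change from P1 to P14 was 0.01 on the log2 scale (SE 0.15, limma adjusted p 0.978). Its sign in olfactory bulb was negative under quantile normalization, at -0.08, and the ages overlapped. No test compared the Gabbr1 change between regions. Over the deposited, TMM, quantile and median-ratio scalings it ranged from 1.70 to 2.31 in cortex and from 2.52 to 3.08 in hippocampus. In olfactory bulb it ranged from -0.08 to 0.06, below the other regions under each scaling.

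Gabbr2, which encodes the partner subunit, rose in the 3 regions. In cortex its count went from 391 ± 33.8 at P1 (SD, n = 3) to 2263 ± 362 at P14 (SD, n = 4), a log2 fold change of 2.52 (SE 0.11, limma adjusted p 7.11e-10). In hippocampus Gabbr2 went from 80.1 ± 14.2 to 657 ± 94.9 (SD, n = 3 each), a log2 fold change of 3.03 (SE 0.29, limma adjusted p 5.42e-06). In olfactory bulb Gabbr2 went from 16.4 ± 3.67 to 755 ± 205 (SD, n = 3 each), a log2 fold change of 5.43 (SE 0.31, limma adjusted p 2.56e-07).

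**Figure D1:**
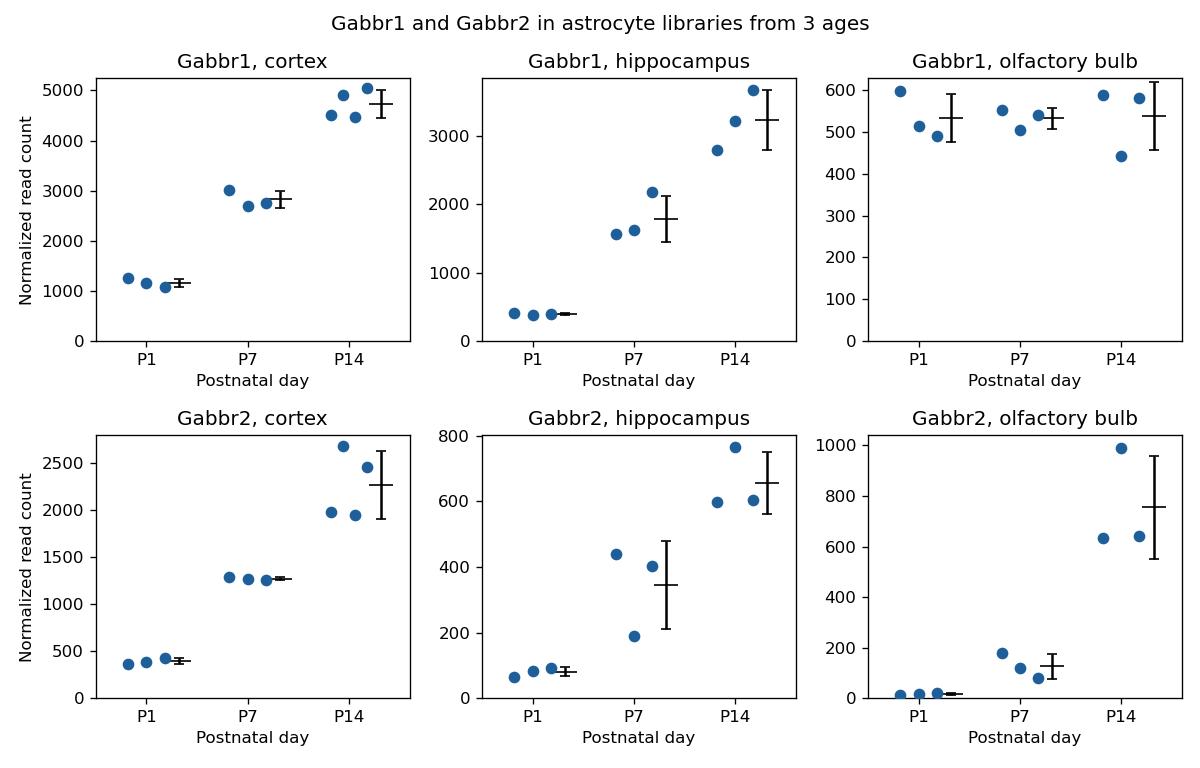
Normalized read counts (vertical axes, starting at 0 and scaled per panel) of Gabbr1 and Gabbr2 at P1, P7 and P14 in cortex, hippocampus and olfactory bulb. Each point is 1 library and the black bars give the mean and SD of the group; mean Gabbr1 counts rise from 1161 to 4733 in cortex and from 398 to 3233 in hippocampus, and stay between 533 and 538 in olfactory bulb.

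The second question was how many genes change between ages. In cortex 3985 of 11822 tested genes changed between P1 and P7 (1850 higher and 2135 lower at P7), 5893 between P7 and P14 (2197 higher, 3696 lower) and 7608 between P1 and P14 (2843 higher, 4765 lower), at a limma adjusted p under 0.05. In hippocampus 2092 of 11578 genes changed between P1 and P7 (1291 higher, 801 lower), 3489 between P7 and P14 (1443 higher, 2046 lower) and 5732 between P1 and P14 (2430 higher, 3302 lower). In olfactory bulb 1214 of 11490 genes changed between P1 and P7 (872 higher, 342 lower), 5396 between P7 and P14 (2343 higher, 3053 lower) and 6449 between P1 and P14 (2845 higher, 3604 lower).

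The split between rises and falls depended on the processing. In cortex it depended on the scaling. The median gene moved by -0.27 on the log2 scale from P1 to P14 with the deposited scaling and by 0.01 with TMM scaling. Under TMM 3819 genes were higher and 3640 lower at P14 than at P1 in cortex. For P14 against P7 the split became 3006 higher and 2738 lower, and for P7 against P1 2204 higher and 1624 lower. In hippocampus and olfactory bulb the median gene moved by -0.29 and -0.24 from P1 to P14, and by -0.25 and -0.20 with TMM scaling. There the split depended on the test and the filter. For P14 against P7 in hippocampus edgeR gave 1621 higher and 1683 lower, DESeq2 1933 and 1990, and a minimum mean of 100 gave 1224 and 843; in olfactory bulb edgeR gave 2767 and 2587. For P14 against P1 a minimum mean of 100 gave 1713 higher and 1543 lower in hippocampus, and DESeq2 3435 and 3318 in olfactory bulb. For P7 against P1 the share of higher genes ranged over the alternatives from 49.8% to 70.1% in hippocampus. In olfactory bulb it ranged from 55.6% to 85.4%. The alternative that changed the P14 against P1 count of cortex most was the minimum mean of 100, which tested fewer genes and counted 3986.

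**Figure D2:**
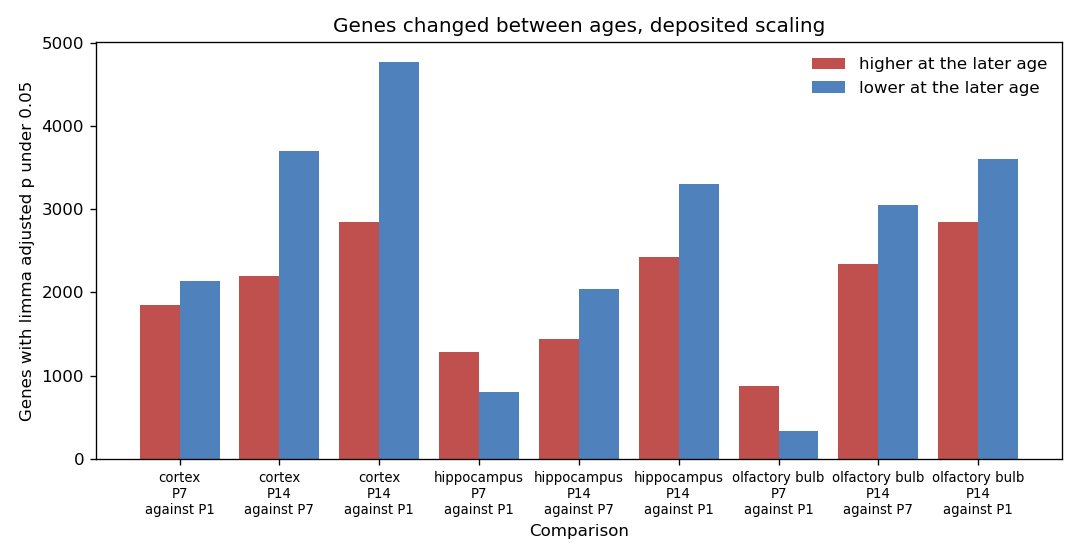
Number of genes (vertical axis) with a limma adjusted p under 0.05 for each pair of ages in each region (horizontal axis), with red bars for genes higher and blue bars for genes lower at the later age. P14 against P1 has the highest bars in each region; the lower counts exceed the higher ones in the 3 cortex comparisons with the deposited scaling, and fall below them with TMM scaling.

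Across the 3 regions 10838 genes were tested in all. Of these 3446 changed in the same direction from P1 to P14 everywhere (1517 higher and 1929 lower), where the product of the regional rates gives 537. Another 115 changed in each region with opposite directions. The number was 3353 with TMM scaling (1704 higher, 1649 lower). The regions may share animals, which the labels do not state.

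Among the largest rises in cortex from P1 to P14 was Mobp, from at most 3 reads per library at P1 to 1203 ± 177 at P14 (SD, n = 4), at least 1411-fold higher. Mbp rose from 43.8 ± 8.40 to 15973 ± 4113 and Grin2c from 2.55 ± 0.44 to 641 ± 62.5 normalized reads. Mobp and Mbp belong to the fixed mature oligodendrocyte list. Among the largest falls were Xist and St8sia2. St8sia2 fell from 850 ± 194 to 4.82 ± 1.98. Xist, transcribed from the inactive X chromosome of females, fell from 6623 ± 1753 to a mean of 136, but the sexes were not balanced: the 6 cortex libraries of P1 and P7 held no more than 0.6 normalized reads of the Y-linked gene Ddx3y, and cortex P14 replicates 3 and 4 held 326 and 340. In cortex P14 replicates 1 and 2, which held at most 0.6 reads of Ddx3y, Xist was 297 and 245.9, against 4662.5 to 8040.3 in the P1 libraries. Tsix overlaps Xist on the other strand, and the strand setting of the counting is not stated. For these 5 genes limma adjusted p lay between 2.49e-12 and 3.89e-04.

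In hippocampus the largest rises were Ttr (26.1 ± 18.8 to 6073 ± 1994), Cd38 (7.12 ± 9.42 to 998 ± 204) and Ntsr2 (7.43 ± 2.61 to 1559 ± 131). The largest falls ended at or under 3 reads in each P14 library: Slc17a6 was at least 82.1-fold lower than its P1 mean of 441, Epha3 at least 60.5-fold lower than 325 ± 28.2, and Zfp57 at least 59.0-fold lower than 317 ± 87.4 (SD, n = 3 each). In olfactory bulb the largest rises were Hapln1 (6.49 ± 3.74 to 2236 ± 98.1), Htra1 (1.67 ± 0.96 to 700.4 ± 51.1) and Slc14a1 (2.37 ± 1.44 to 802 ± 117). Neurod6 fell to 0 reads in the 3 P14 libraries, at least 64.5-fold below its P1 mean of 385 ± 60.6, and Neurod1 was at least 87.9-fold lower than 524 ± 127. Tbr1 fell from 951 to 8.33 ± 14.4. Limma adjusted p for these 12 genes was 2.37e-04 or lower.

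The gene lists asked which programs changed with age. The 16 astrocyte maturation genes were higher at P14 than at P1 in each region, at a limma adjusted p under 0.05 with the deposited, TMM, quantile and median-ratio scalings, and all 16 also passed when adjusted over the list alone. Their score rose by 3.31 in cortex, 4.29 in hippocampus and 4.94 in olfactory bulb on the log2 scale, with no overlap between the ages (exact two-sided permutation p 0.0571, 0.1 and 0.1, the smallest these designs allow, and 0.256 after adjustment over 69 scores). The score of the cell cycle list fell by 2.90 in cortex (p 0.0571) and by 1.91 in hippocampus (p 0.1). It fell by 0.35 in olfactory bulb, where the ages overlapped (exact permutation p 0.4). Of the scored cell cycle genes, 15 of 15 in cortex, 12 of 16 in hippocampus and 1 of 15 in olfactory bulb were lower at a limma adjusted p under 0.05, the same numbers as when adjusted over the list alone. Birc5 in hippocampus and Top2a and Nusap1 in olfactory bulb changed sign with the scaling. The astrocyte morphology regulators rose by 1.77, 2.23 and 2.60, and the study regulators (Sox9, Nfia, Ednrb, Lhx2 and Npas3) by 0.73, 1.11 and 2.43 in cortex, hippocampus and olfactory bulb, with no overlap between the ages. Of the 12 morphology regulators 4 (Gja1, Gjb6, Mlc1 and Hepacam) are also on the maturation list. The score of the 8 others rose by 0.76, 1.13 and 1.63, without overlap (exact permutation p 0.0571, 0.1 and 0.1, the smallest these designs allow). Cdh2, a morphology regulator, changed sign with the scaling in cortex and olfactory bulb. Nfia in cortex and hippocampus and Lhx2 in hippocampus had a negative sign under quantile normalization. Of the morphology regulators 11, 11 and 12 of 12 passed in the 3 regions, and of the study regulators 4, 3 and 4 of 5, with the same counts when adjusted over the list alone. The morphology regulators that passed were 9 higher and 2 lower in cortex, 9 and 2 in hippocampus, and 11 and 1 in olfactory bulb. Nlgn2 was lower in each region (-0.81, -1.27 and -1.15) and passed under the 4 scalings.

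GABA receptor subunits did not move together. Gabra2, Gabra4, Gabrb1 and Gabrg1 rose in the 3 regions from P1 to P14, by 1.27 to 4.51 on the log2 scale (limma adjusted p 4.63e-05 or lower). These 4 genes kept this direction, and an adjusted p under 0.05, under the TMM, quantile and median-ratio scalings. Gabra3, Gabra5 and Gabrb2 fell in cortex, by 2.65 to 4.22. In hippocampus and olfactory bulb their limma adjusted p was above 0.05, and Gabra5 changed sign in both regions under quantile normalization. The mean score fell by 0.58 in cortex, and rose by 0.40 in hippocampus, where the ages overlapped, and by 1.26 in olfactory bulb. Of the 13 scored subunits 12, 9 and 8 changed in the 3 regions, over all genes and when adjusted over the list alone.

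Markers of other cell types also changed with age, which bears on the counts above. The neuron score fell by 3.80, 3.32 and 2.81 in cortex, hippocampus and olfactory bulb, and the mature oligodendrocyte score rose by 4.75, 5.01 and 3.52, with no overlap between P1 and P14. The microglia score rose by 1.80 in cortex, 1.56 in hippocampus, where the ages overlapped, and 3.01 in olfactory bulb. The oligodendrocyte precursor score rose by 0.53, 0.56 and 2.29, with overlapping ages in cortex. The endothelial score rose by 4.14 in olfactory bulb, and changed by 0.35 in cortex and -0.97 in hippocampus with overlapping ages. These differences run from P1 to P14 and leave out P7. In hippocampus the precursor score was 6.73 to 7.2 at P7, against at most 4.66 at P1 and 5.36 at P14. The endothelial score there was 5.21 to 6.12 at P7, against at most 3.48 and 3.45. In cortex and olfactory bulb the precursor scores of P7 and P14 overlapped. RNA of other cells may therefore bear on the counts that involve P7 too. The blood list had 1 gene above the filter in cortex, where it fell by 3.73, and 1 in olfactory bulb, where it rose by 0.16 with overlap. The sex chromosome score overlapped between ages in the 3 regions. Under other scalings some members changed sign: Nefl in cortex and olfactory bulb and Slc17a7 in hippocampus among neuron genes, Olig1 in cortex and Sox10 in hippocampus among precursor genes, and 3 endothelial genes each in cortex and hippocampus. Adjusted over the list alone, 10, 11 and 10 neuron genes, 8, 4 and 5 oligodendrocyte genes and 11, 4 and 5 microglia genes passed in the 3 regions, against 10, 10 and 10, 8, 4 and 5, and 11, 4 and 5 over all genes tested. For precursors both counts were 4 in each region. For endothelial genes they were 0, 1 and 8 over the list and 2, 2 and 8 over all genes, and for sex chromosome genes 1, 0 and 0 against 2, 1 and 0. Each of these scores had an adjusted exact permutation p of at least 0.256. Among the neuron genes of olfactory bulb, 9 passed as lower over all genes tested and 1, Slc17a7, as higher (3.11).

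The third question was what changes in P28 astrocytes when Gabbr1 is removed, and the targeted gene was examined first. In cortex the normalized read count of Gabbr1 was 1746, 1930, 1159 and 927 in control replicates 1 to 4, and 89.8, 96.5, 134 and 211 in cKO replicates 1 to 4. The means were 1440 ± 475 and 133 ± 55.7 (SD, n = 4 each), so the cKO mean was 9.23% of the control mean. The log2 fold change was -3.45 (SE 0.29, limma adjusted p 4.40e-05, exact two-sided permutation p 0.0286, the smallest this design allows). Control replicates 3 and 4 and cKO replicate 4 were deposited in a later round, with labels of another style. Within the first round the Gabbr1 difference was -4.11 on the log2 scale (3 cKO and 2 control libraries), and within the second -2.29 (1 cKO and 2 control libraries).

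In hippocampus Gabbr1 was 780 and 824 in the controls and 166.6, 380, 151.7 and 256 in the cKO replicates. The log2 difference was -1.84 (SE 0.39, unadjusted p 9.37e-04 and adjusted p 0.936 in limma, exact permutation p 0.133, the smallest this design allows). Without cKO replicate 2, the library with few Rn45s reads, Gabbr1 passed the adjusted threshold in limma. In olfactory bulb Gabbr1 was 318, 184 and 189 in the controls and 63.6, 99.5 and 78.2 in the cKO replicates. The difference was -1.48 (SE 0.33, unadjusted p 0.00106 and adjusted p 0.877 in limma, exact permutation p 0.1, the smallest this design allows). The cKO mean was 29.8% of the control mean in hippocampus and 34.9% in olfactory bulb. Each of the 11 cKO libraries lay below each control library of its region. Gabbr2 differed by -0.04 in cortex, -0.03 in hippocampus and -1.01 in olfactory bulb on the log2 scale (limma adjusted p 1.00, 0.993 and 0.877). In olfactory bulb each cKO library (206, 192 and 311 reads of Gabbr2, normalized) lay below each control (526, 526 and 367). Chance gives such a separation for 10% of genes there. Whether the loss of Gabbr1 differed between regions was not tested.

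**Figure D3:**
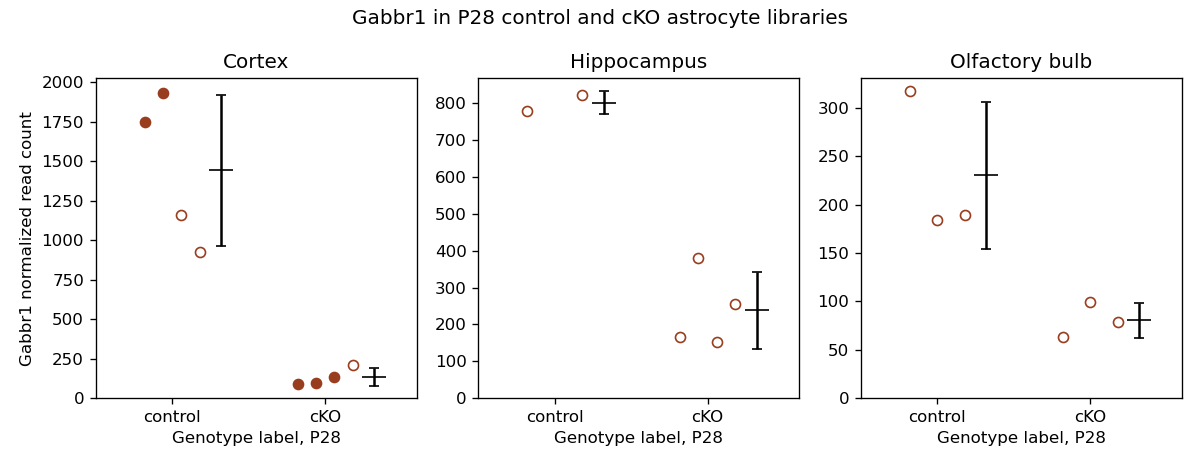
Normalized read counts of Gabbr1 (vertical axes, starting at 0 and scaled per panel) in P28 libraries labelled control or cKO from cortex, hippocampus and olfactory bulb. Filled points are libraries of the first round of deposit, open points those of the second, and black bars give the mean and SD; every cKO point lies below every control point of its panel.

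Across all genes, Gabbr1 was the only gene that changed in cortex (1 of 10188 tested, limma adjusted p under 0.05), and 221 genes had an unadjusted p under 0.05. With the round of deposit as a covariate Gabbr1 was again the only gene called, and 647 genes had an unadjusted p under 0.05. In hippocampus 0 of 11639 genes changed, and 296 had an unadjusted p under 0.05. In olfactory bulb 0 of 11539 genes changed, and 349 had an unadjusted p under 0.05. The alternative that moved these counts most was DESeq2 in olfactory bulb, with 22 genes, all lower. With the depth, number and spread of these libraries, 2-fold changes would rarely have been detected. Limma recovered 8% of such changes in simulated cortex data, and 0% in simulated hippocampus and olfactory bulb data. Genes whose control and cKO libraries did not overlap made up 1.9% of tested genes in cortex, 15% in hippocampus and 10% in olfactory bulb, where chance gives 2.86%, 13.3% and 10%.

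No gene changed in more than 1 region at a limma adjusted p under 0.05. At an unadjusted p under 0.05, 4 genes were shared in the same direction by cortex and hippocampus, 9 by cortex and olfactory bulb and 17 by hippocampus and olfactory bulb, where the product of the rates gives 2.70, 3.33 and 4.18. Gabbr1 was the 1 gene shared by the 3 regions.

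Gene list scores overlapped between genotypes for the 5 study lists in each region when the rounds of cortex were pooled. In cortex the score differences of cKO against control were 0.01 for astrocyte maturation (exact permutation p 1.00), -1.01 for cell cycle (0.343), -0.25 for GABA receptor subunits (0.0857), -0.05 for morphology regulators (0.743) and 0.01 for study regulators (0.914). In hippocampus they lay between 0.29 and 0.47, and in olfactory bulb between -0.34 and 0.19. Within the first round of cortex libraries the GABA receptor subunit score differed by -0.36 and the astrocyte maturation score by -0.08, and within the second by -0.13 and -0.18. For these lists the cKO libraries lay below the controls within each round. With the round as a covariate and libraries permuted within rounds, the cortex differences were -0.12 for astrocyte maturation (exact two-sided permutation p 0.0667), -0.37 for cell cycle (0.467), -0.28 for GABA receptor subunits (0.0667), -0.11 for morphology regulators (0.267) and -0.04 for study regulators (0.467). The smallest p this design allows is 0.0667, and each of these was at least 0.367 after adjustment over 11 lists. The GABA receptor list holds Gabbr1, the targeted gene. Without Gabbr1 its score difference was 0.15 in cortex, 0.70 in hippocampus and 0.08 in olfactory bulb, and 0.12 in cortex with the round as a covariate (exact permutation p 0.4). When adjusted over the list alone, 2 GABA receptor subunits passed in cortex, 1 in hippocampus and 2 in olfactory bulb, with Gabbr1 among them in each region, and no gene of the other study lists did. Among the check lists, the microglia score was 1.57 higher in hippocampus cKO without overlap (p 0.133), where cKO replicate 4 scored 6.63 and the other cKO libraries 3.89 to 4.21, and the sex chromosome score 1.53 lower in olfactory bulb cKO without overlap (p 0.1), where cKO replicate 1 scored 2.38, the other cKO libraries 6.09 and 5.98 and the controls 6.26 to 6.47, both the smallest exact permutation p these designs allow. The other check lists overlapped, with differences from -1.23 to 2.08.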

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

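The tests of the round of deposit and of genotype on the first principal component were chosen only after the result was seen. Of 72 values per group of 4 libraries that were examined, 4 lay far from the other libraries, where chance gives about 3.6, so the number of such values is no more than chance gives.

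A single library, cortex P28 cKO replicate 4, held 3 of the 4. Its Rn45s share was 28.037%, against 33.4% to 33.6% in the other cKO libraries of the cortex. Its astrocyte maturation score was 12.09, against 12.62 to 12.72, and its microglia score was 7.21, against 3.30 to 3.89. It is also the cKO library of the second round of deposit. The controls of that round, replicates 3 and 4, had Rn45s shares of 27.0% and 27.6%, maturation scores of 12.37 and 12.17 and microglia scores of 6.36 and 5.78. The first principal component of the cortex P28 libraries carried 33.1% of the variance. The 3 libraries of the second round lay apart from the 5 of the first on it, with a gap of 35.8 between the nearest libraries. The genotypes did not part on this component (exact two-sided permutation p 0.914). A difference between rounds in dissection, cell purity or library preparation is a candidate explanation for the position of this library, and which of these it was stays open. The labels of the rounds also differ in whether they name tamoxifen, and handling and treatment were not separated.

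The microglia score of hippocampus P28 cKO replicate 4 was 6.63, against 3.89 to 4.21 in the other cKO libraries of the hippocampus. All hippocampus P28 labels have the style of the second round. The library number of this replicate lies among those of the second-round cortex libraries, and the numbers of the other hippocampus libraries lie among those of the first. Its Rn45s share was 28.6%, against 35.4% to 38.0% in the other hippocampus libraries except cKO replicate 2. In olfactory bulb the libraries of the later numbers, control replicate 3 and cKO replicate 3, also had lower Rn45s shares, 28.8% and 31.3%. The earlier ones had 33.8% to 35.8%, except control replicate 2. These shares go with a batch common to the later numbers in the 3 regions. Such a batch was not tested as the cause of the microglia score and stays open, and so does RNA from more microglia.

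The score of the GABA receptor subunits moved in opposite directions in 2 regions without overlap between the ages in either. From P1 to P14 it fell by 0.58 in cortex (-0.58) and rose by 1.26 in olfactory bulb, with every P14 library on one side of the P1 libraries in each region. The difference between the regions was not tested. In cortex the P7 scores (7.33 to 8.28) lay above those of P14 (6.46 to 6.88) and overlapped those of P1 (7.26 to 7.38). In olfactory bulb the P7 scores (6.83 to 7.74) lay above those of P1 (5.58 to 5.82) and overlapped those of P14 (6.72 to 7.04). The opposite directions therefore describe P1 and P14 only. The direction in cortex depended on the summary: with the median over the list within each library the score rose by 0.36, while the median of the changes of single subunits was -0.35. The neuron score fell from P1 to P14 in both regions, and whether fewer neuronal transcripts account for the falling subunits was not tested.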

How the results depend on the processing

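No test of this part was chosen after the result was seen, except 9 alternatives: median-ratio scaling, edgeR on thinned reads, the first round of cortex alone, TMM scaling of the regional overlap, quantile normalization of the Gabbr1 level, the round as a covariate for list scores, the GABA list without Gabbr1, the morphology list without maturation genes, and the later library numbers as a covariate in hippocampus and olfactory bulb. No paired analysis was made: replicate numbers follow accession order, and a set of adjoining library numbers holds a single genotype and no more than 1 library per region.

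Among comparisons that answer a question of the design, 179 results under an alternative were classed as the same. Of the others 14 fell below, 10 rose above and 3 moved. A count was classed as the same if equal or within 1.5 times, whatever its split between rises and falls. Only Gabbr1 in cortex at P28 was judged by direction and threshold. Other Gabbr1 levels were classed as the same if they moved by less than a replicate SD, whatever their sign. Gabbr1 in olfactory bulb from P1 to P14 under quantile normalization (-0.08) is a case. By the same SD rule 80 list scores stayed, 31 moved and 3 reversed.

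Requiring a 2-fold change lowered the counts by construction, to 1556, 2765 and 4499 genes for P7 against P1, P14 against P7 and P14 against P1 in cortex, 1303 for P7 against P1 in hippocampus, 808 in olfactory bulb, and 2071 shared by the regions. A minimum mean of 100 tested fewer genes and gave 3295 (P14 against P7) and 3986 (P14 against P1) in cortex, 2067 and 3256 in hippocampus, 3007 and 3413 in olfactory bulb, and 2039 shared. For P7 against P1, array weights gave 5056 genes in hippocampus and 4178 in olfactory bulb, fits of only the 2 ages gave 4326 and 3514, and DESeq2 gave 2260 in olfactory bulb; the cause was not tested. edgeR on recovered reads gave 7408, 5469 and 6399 genes for P14 against P1 in cortex, hippocampus and olfactory bulb. The log2 change of Gabbr1 in cortex from P1 to P14 was 2.31 with TMM scaling and 1.70 with quantile normalization, more than a replicate SD from 2.03. In hippocampus it was 2.52 with quantile normalization, against 3.01.

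For cKO against control in cortex, limma without the trend called 0 genes (293 at an unadjusted p under 0.05), and the first round alone called 3: Gabbr1, Kcnk1 and Malat1. Over the 16 alternatives the count ranged from 0 to 3. In hippocampus array weights called 4 genes (Gabbr1, Kcnk1, Vsnl1 and Cog2), DESeq2 called 1 (Vsnl1) and the Xist covariate called 1 (Gabbr1). In olfactory bulb DESeq2 called 22 genes, all lower. With the later library numbers as a covariate 0 genes were called in hippocampus and in olfactory bulb (261 and 321 at an unadjusted p under 0.05). The cause of these differences was not tested. The median over the GABA receptor subunit list within each library, in place of the mean, reversed the score to 0.36 in cortex from P1 to P14 and to -0.27 in hippocampus cKO against control. The median of the changes of single subunits was -0.35 and 0.49. Without Gabbr1 the score of cKO against control in cortex reversed to 0.15. In olfactory bulb its sign changed too, from -0.04 to 0.08.

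Leaving out each library in turn gave these ranges for P7 against P1, P14 against P7 and P14 against P1. In cortex they were 2968 to 3611, 4794 to 5783 and 6929 to 7562 genes. In hippocampus they were 1359 to 1494, 2007 (without P7 replicate 2) to 4146, and 4560 to 6264. In olfactory bulb they were 520 (without P7 replicate 2) to 1393, 4201 to 5925 and 5317 to 6838; in 5 of the 6 fits for P7 against P1 the count fell by over 1.5 times. The genotype comparison called 1 gene in each of the 8 fits in cortex, 0 to 1 in hippocampus (1 without cKO replicate 2, Gabbr1) and 0 to 1 in olfactory bulb (1 without control replicate 3, Kcnk1). The log2 change of Gabbr1 from P1 to P14 ranged from 1.98 to 2.08 in cortex, 2.91 to 3.11 in hippocampus and -0.07 to 0.14 in olfactory bulb. In cKO it ranged from -3.70 to -3.29, -2.10 to -1.66 and -1.65 to -1.23. Leaving out a hippocampus control leaves 1, so that count was not run.

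Power limited the genotype comparisons: limma recovered 63%, 38.5% and 53.5% of simulated 4-fold changes in cortex, hippocampus and olfactory bulb. The parts played by depth, replicate number and spread between replicates were not separated.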

Other observations

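The tests of Kcnk1, by regrouping and by cell type scores, and the comparison of nuclear RNAs with all genes were chosen only after the result was seen.

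Other splits of the same libraries were tried for each count of changed genes. For P7 against P1 in cortex, and for the 3 comparisons in hippocampus and in olfactory bulb, 1 of the 10 splits gave as many genes, the real one, which is the smallest share these designs allow. For P14 against P7 and P14 against P1 in cortex 1 of the 35 splits gave as many genes, the real one, and the next largest gave 2402 and 3909. For cKO against control in cortex 4 of the 35 splits gave as many. The 3 others gave 663, 2 and 2 genes, each put the 3 libraries of the second round on one side, and none called Gabbr1. With the round as a covariate Gabbr1 was the 1 gene called. In olfactory bulb all 10 of the 10 splits gave at least as many as the real one, whose count is 0 (349 genes at an unadjusted p under 0.05).

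Hippocampus P28 cKO replicate 2 and olfactory bulb P28 control replicate 2 held few Rn45s reads (0.594% and 0.476%), and the first components of their tables, with 63.0% and 62.6% of the variance, set them apart. Reads of 14 RNAs that lack poly(A) tails were counted, 7 in each of these libraries. That is 2.38 and 3.78 RPM, taken over reads outside Rn45s, where the lowest other library of each table had 89.1 and 60.0, so the ratios were 0.0267 and 0.0630. These values are consistent with libraries made from polyadenylated RNA. Both libraries lay nearer to their own region than to another. Their mean Spearman rho with their own table, across genes, was 0.798 and 0.806, and with the nearest other region 0.774 and 0.735. The differences were 0.0237 and 0.0712. The spread of these differences among the other libraries was not measured, so they do not exclude a swap of regions. Choroid plexus genes argue against a swap between hippocampus and olfactory bulb. For each such gene examined, the lowest hippocampus P28 library, the odd ones included, lay above the highest olfactory bulb one. Kl was at least 200 RPM against at most 5.36, and F5 at least 396 against at most 8.35. A swap with cortex stays open. No biological explanation was tested.

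Ttr and Enpp2 were among the most abundant transcripts of the P28 hippocampus libraries, with medians of 21029 and 17639 RPM outside Rn45s, where no olfactory bulb P28 library exceeded 2.66 and 669. Of 11 other choroid plexus genes, 11 had a higher median in hippocampus than in every olfactory bulb library. Kl had a median of 1080 RPM, against at most 5.36. RNA from choroid plexus cells may therefore contribute to the hippocampus P28 libraries, and to the rise of Ttr by P14. The share of such cells was not estimated.

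Replicates correlated less at P14 than at P1 in hippocampus and olfactory bulb. Thinning the P1 libraries to the smallest P14 library left their lowest Pearson's r, across genes, at 0.952 in hippocampus and 0.956 in olfactory bulb, where the P14 libraries reached at most 0.858 and 0.861. Depth alone is argued against as the cause. Thinning lowers only the number of reads, so it cannot decide on fewer distinct RNA molecules in a library. In hippocampus 12301 to 12433 genes had a read at P14, against 15941 to 16781 at P1. In olfactory bulb the numbers were 12699 to 13233 and 16200 to 16275. These numbers were not brought to equal depth. The number of distinct molecules, dissection, cell purity and differences between animals stay open and were not tested. The names of hippocampus P14 replicates 1 and 2 are marked as a second version. Whether these libraries were made again is not stated and stays open; the olfactory bulb P14 libraries carry no such mark.

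Xist in Xist-positive libraries and Malat1 were lower at P14 than at P7. Malat1 fell by 0.96, 2.75 and 2.35 in cortex, hippocampus and olfactory bulb. Neat1, whose values had also been seen, changed by -1.33, -3.86 and -0.40 (limma adjusted p 0.582 in olfactory bulb). Of 5 other nuclear RNAs tested in the 3 regions, 3 (Kcnq1ot1, Firre and Ftx) were lower at P14 in each region, and Tug1 and Jpx were not. That is most of them, the mark set beforehand for less nuclear RNA. But 36.4% of the 10838 genes were also lower in each region, and if genes moved independently 3 or more of 5 would be lower with a probability of 0.257. Less nuclear RNA in the P14 libraries and an effect of age both stay open. Kcnq1ot1 overlaps Kcnq1 on the other strand.

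Kcnk1, singled out after its values were seen, was higher in cKO in hippocampus and olfactory bulb and in the first round of cortex. The log2 difference was 1.90 in hippocampus (limma unadjusted p 6.53e-04), 3.32 in olfactory bulb (p 0.00649) and 1.87 in cortex with the round as a covariate (p 3.24e-04), but 1.34 in cortex without it (p 0.0673). Within cortex it was 2.93 in the first round and -0.04 in the second. It was not called in any region at a limma adjusted p under 0.05 with all libraries and the settings of the report. Olfactory bulb control replicate 3 (459.9), a library of the later numbers, lay far above controls 1 and 2 (25.3 and 13.6), of the earlier numbers. Without control replicate 3 Kcnk1 was called there. With the later library numbers as a covariate the olfactory bulb difference had an unadjusted p of 0.00111 and an adjusted p of 0.914. Kcnk1 had a combined statistic of 5.61 over the regions. With the regions regrouped independently, 1 of 100 regroupings, the real one, held a gene among the 9891 with a statistic as large (the regrouped maxima had a median of 3.80). This test of chance among genes holds only if the regions share no animals, which the labels do not state. The library numbers can be read as 8 sets of adjoining numbers across regions, with a single genotype per set. Sex was alike within each set. Cortex cKO replicate 2, hippocampus cKO replicate 2 and olfactory bulb cKO replicate 1 form a set, with 0 Ddx3y reads in each. Libraries of the other sets that span regions held at least 226. Shared animals would give this, but most of these libraries were male, so it does not settle whether animals were shared. If each set is an animal, the low Kcnk1 values come from 2 control animals. Cortex controls 1 and 2 had 84.5 and 109.8 and hippocampus controls 262 and 129.9, while the later cortex controls had 974.5 and 1044.1. In the separately scaled developmental libraries of cortex, Kcnk1 was 69.8 to 129.2 at P7 and 904.8 to 1203.1 at P14. The P14 libraries held 302 to 521.5 in hippocampus and 156.9 to 262.4 in olfactory bulb. Whether the cKO libraries are high or the earlier controls low was not settled. When whole sets were regrouped, within the earlier and later numbers, 2 of 30 regroupings held a statistic as large, the real one included; the other also had Kcnk1 as its largest gene, with the earlier groups nearly exchanged. Chance when the libraries of a set share an animal may therefore account for Kcnk1. Other cell types were weighed by the rise of Kcnk1 less the upper 95% limit of their score difference, in cortex as the smaller of the values with and without the round. More RNA from neurons is argued against in cortex (0.68), hippocampus (0.62) and olfactory bulb (2.90). Oligodendrocyte precursors and endothelial cells are argued against in hippocampus (0.64 and 0.44) and olfactory bulb (2.88 and 0.75), and stay open in cortex (-0.97 and -0.26, the latter without the round and 0.34 with it). Microglia are argued against in olfactory bulb (1.67) and stay open in cortex (-1.45 without the round and 0.33 with it) and hippocampus (-1.79). Kcnk1 correlated with the mature oligodendrocyte score in cortex (r 0.813, exact permutation p 0.0142, adjusted over 3 regions 0.0425; rho 0.690, p 0.0694; 8 libraries; r 0.809 without the 2 farthest libraries). No correlation was computed within the rounds of cortex, which hold 5 and 3 libraries, so this relation may follow the round. In the first round cKO replicates 2 and 3 had the highest Kcnk1 (945.1 and 1190.7) and the highest scores (6.60 and 7.82). Controls 1 and 2 scored 5.19 and 5.43. Against this, cKO replicate 1 had a Kcnk1 value of 361.2 with the lowest score, 4.89. In the second round Kcnk1 (974.5 to 1044.1) did not rise with the score (8.22 to 8.84). In hippocampus r was 0.523 (exact permutation p 0.279; rho 0.6, p 0.242) and in olfactory bulb 0.802 (p 0.0556; rho 0.6, p 0.242), each over 6 libraries, and r was 0.850 and 0.879 without the 2 farthest. With that score as a covariate Kcnk1 stayed higher in cKO, by 1.33 in cortex (limma unadjusted p 5.07e-04, with the round), 1.74 in hippocampus (p 0.00333) and 2.68 in olfactory bulb (p 2.09e-05). In these fits more RNA from mature oligodendrocytes is argued against as the whole cause. By the upper limit used for the other cell types, the mature oligodendrocyte score leaves it open in each region. The values were -1.63 in cortex (-0.73 with the round), -0.73 in hippocampus and -0.42 in olfactory bulb. The regroupings with that score bear on chance: 1 of 100 independent ones, but 3 of 30 of whole sets, gave a statistic as large. A strain variant at Kcnk1 and an effect of genotype stay open as hypotheses.

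Hippocampus and olfactory bulb shared 17 genes in the same direction at an unadjusted p under 0.05, and 2 in opposite directions. Of 100 regroupings, the real one included, 19 gave as many, with a median of 5 and a highest count of 76, so chance may account for the sharing.

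A strain variant around the floxed allele stays open. Of the 40 tested genes nearest to Gabbr1 in cortex 0 had an unadjusted p under 0.05 (the smallest was 0.0554), but only 0.868 were expected, so a count of 0 decides nothing.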
